# Low spinophilin expression enhances aggressive biological behavior of breast cancer

**DOI:** 10.18632/oncotarget.3586

**Published:** 2015-03-14

**Authors:** Daniela Schwarzenbacher, Verena Stiegelbauer, Alexander Deutsch, Anna Lena Ress, Ariane Aigelsreiter, Silvia Schauer, Karin Wagner, Tanja Langsenlehner, Margit Resel, Armin Gerger, Hui Ling, Cristina Ivan, George Adrian Calin, Gerald Hoefler, Beate Rinner, Martin Pichler

**Keywords:** breast cancer, tumor suppressor, prognosis, cellular growth, invasion

## Abstract

Spinophilin, a putative tumor suppressor gene, has been shown to be involved in the pathogenesis of certain types of cancer, but its role has never been systematically explored in breast cancer. In this study, we determined for the first time the expression pattern of spinophilin in human breast cancer molecular subtypes (n = 489) and correlated it with survival (n = 921). We stably reduced spinophilin expression in breast cancer cells and measured effects on cellular growth, apoptosis, anchorage-independent growth, migration, invasion and self-renewal capacity *in vitro* and metastases formation *in vivo*. Microarray profiling was used to determine the most abundantly expressed genes in spinophilin-silenced breast cancer cells. Spinophilin expression was significantly lower in basal-like breast cancer (*p*<0.001) and an independent poor prognostic factor in breast cancer patients (hazard ratio = 1.93, 95% confidence interval: 1.24-3.03; *p* = 0.004) A reduction of spinophilin levels increased cellular growth in breast cancer cells (*p*<0.05), without influencing activation of apoptosis. Anchorage-independent growth, migration and self-renewal capacity *in vitro* and metastatic potential *in vivo* were also significantly increased in spinophilin-silenced cells (*p*<0.05). Finally, we identified several differentially expressed genes in spinophilin-silenced cells. According to our data, low levels of spinophilin are associated with aggressive behavior of breast cancer.

## INTRODUCTION

Breast cancer (BC) is the most frequently diagnosed cancer and the leading cause of cancer related death among women [1]. According to the American Cancer Society it is estimated that currently around 234,580 people are diagnosed with BC and 40,030 are dying of the disease in the United States [2]. Despite novel treatment modalities combining anti-cancer drugs, surgery and radiotherapy, metastatic BC remains an incurable disease [3]. BC is highly heterogeneous and can be sub-classified into different molecular subtypes including luminal A, luminal B, basal-like and HER2-enriched BC [4, 5]. These molecular subtypes can be considered as different diseases in terms of biological behavior, prognosis and treatment schedule. Especially the basal-like subtype has been proven very aggressive, without any currently approved specific targeted therapeutic agent [6]. Therefore, identification of underlying molecular cancer driving factors is of utmost importance to discover potentially novel therapeutic avenues for BC patients.

Spinophilin (also known as Neurabin 2 or PPP1R9B) is a multifunctional scaffold protein and a regulatory subunit of phosphatase 1a (PP1a) whose gene is located at the chromosomal region 17q21.33 [7]. Spinophilin knockout-mice displayed early appearance of tumors, a reduced lifespan as well as increased cellular proliferation in mammary ducts [8]. In several other types of cancer including hepatocellular carcinoma, lung, head and neck and colorectal cancer, a reduced or loss of spinophilin expression and its association with poor prognostic factors have been described [9-12]. The previously shown influence on proliferative capacity in some cancers indicates to a potential tumor suppressive role of this protein [7].

In human BC, the role of spinophilin has never been systematically explored yet. Therefore, we analyzed the spinophilin expression data of 921 BC patients available from The Cancer Genome Atlas (TCGA) dataset and correlated spinophilin expression with different molecular subtypes and survival. Subsequently, based on the association of low spinophilin levels with basal-like BC and poor prognosis, we silenced spinophilin expression in human breast cancer cell lines and examined the effects of reduced spinophilin expression on different parameters of biological properties in BC.

## RESULTS

At first we examined the localization and tissue distribution of spinophilin expression by immunohistochemistry in human BC samples. A strong, membranous staining pattern with a varying frequency of positivity could be observed in BC cells in the context of the cancer tissue. In the surrounding stroma tissue, inflammatory cells and endothelial cells were also positively stained for spinophilin (Figure 1A, B). After confirming the expression in BC cells, we explored differences of spinophilin mRNA expression levels between different BC molecular subtypes (i.e. luminal A, luminal B, Her2-enriched and basal-like) on a large scale RNA seq data set of 489 BC patients (TCGA data set). Basal-like BC tissue showed the lowest spinophilin mRNA expression levels when compared to other BC subtypes (*p*<0.001, Figure 1C). Furthermore, in 921 patients with available survival data, low spinophilin expression level was associated with poor survival (*p* = 0.021, Figure 1D). Multivariate Cox analysis including age, tumor stage, estrogen receptor status, Her2/neu receptor status and spinophilin expression confirmed low levels of spinophilin as an independent prognostic factor in BC patients (hazard ratio: 1.93, 95% confidence interval 1.24-3.03; *p* = 0.004). In addition to spinophilin levels, age, tumor stage and negative hormone receptor status were independent prognostic factors (*p* <0.001 for all parameters). To further characterize the biological role of spinophilin expression in BC cells, we used a shRNA lentiviral vector system to transduce and silence spinophilin. We selected SUM159 cells as a basal-like cell line model and MCF-7 cells as a luminal A cellular model [13]. SUM159 cells are p53 gene mutated, whereas MCF-7 cells are p53 wild-type cells [14]. Analogous to the TGCA patient data, SUM159 cells have naturally occurring lower spinophilin levels than MCF-7 cells in qRT-PCR and Western Blot analysis (Supplementary Figure 1A and 1B). Using shRNA, a silencing effect was confirmed by reduced spinophilin protein levels in Western Blot analyses for both cell lines (Supplementary Figure 2). Subsequently, we explored the effects of reduced spinophilin expression on cellular growth rates of these cell lines. A significantly increased cellular growth could be detected in spinophilin silenced MCF-7 cells (78% increase ±12%, *p*<0.05) and in SUM159 cells (86% increase ±8%, *p*<0.05, Figure 2A) compared to the control cells. To substantiate these findings with a second independent method we monitored cellular growth rates by the xCELLigence system. This real-time growth assay continuously detects the well impedance as a measure of cell density. As shown in Supplementary Figure 3, cellular growth, as indicated by the cell index on the Y-axis, also increases in cells with reduced spinophilin expression compared to control cells.

**Figure 1:**
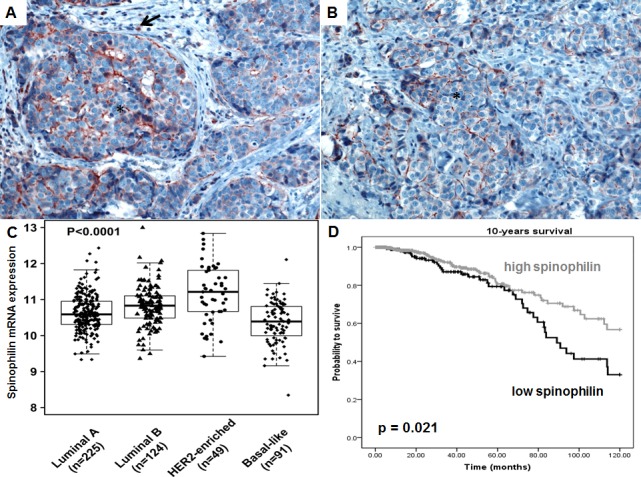
Spinophilin expression in breast cancer tissue and different molecular subtypes (A-B) A strong, membranous staining pattern could be observed in breast cancer cells (*) in tissue slides of breast cancer patients. Surrounding inflammatory cells are also positively stained (arrow). (C) Analysis of 489 breast cancer patients of the TCGA data set indicates that basal-like breast cancer subtype exhibit the lowest spinophilin expression. (D) In 921 breast cancer patients, a low spinophilin level is significantly associated with poor survival.

Next, to exclude that differences in apoptotic activity in the spinophilin-silenced cells influence the growth assays, we measured the gene expression of the pro-apoptotic BAX (BCL2-associated X protein) and the anti-apoptotic Bcl-2 (B-cell CLL/lymphoma 2) gene, but detected no significant differences (Supplementary Figure 4). To confirm this observation with a second method, we used Western blot to detect PARP (Poly ADP ribose polymerase) cleavage as a marker for increased apoptosis. In Western blot analysis, we could only detect the full length (119 kDa) PARP form, whereas cleaved PARP (85 kDa) as a marker for increased apoptosis was not detected (Supplementary Figure 2). Independent of apoptosis analyses, for phosphorylated retinoblastoma protein we found no significant difference with regard to activation of this protein (data not shown).

Silencing of spinophilin in SUM159 cells also promotes cell migration (Figure 2B) and invasion (Figure 2C) compared to control cells. We also measured the epithelial-mesenchymal transition-related markers e-cadherin and vimentin, but could not detect any significant differences in mRNA levels (data not shown). We further investigated a possible role of spinophilin expression on soft agar and mammosphere assay. The mammosphere assay is widely used for the quantification of stem cell self-renewal capacity, whereas the soft agar assay is commonly used to assess anchorage- independent growth. In the soft agar assay, a significantly higher (*p*<0.05) number of colonies in spinophilin-silenced cells compared to control cells for both cell lines and all three independent biological replicates were observed (Figure 3A, B).

**Figure 2:**
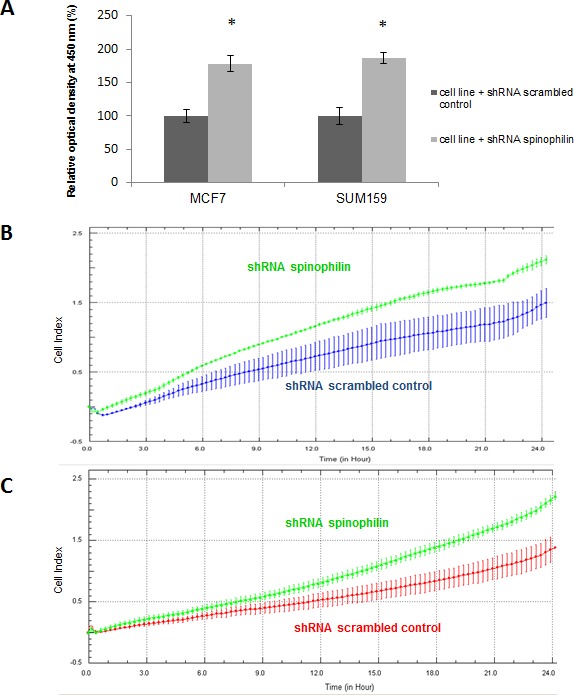
Silencing of spinophilin increases cellular growth rates, migration and invasion (A) A significant increase (*p*<0.05) of cell growth has been observed in both cell lines with reduced spinophilin levels. Data are generated by three independent biological replicates with six technical replicates using the WST-1 assay. (B) The silencing of spinophilin in SUM159 cells promotes cell migration in the xCELLigence system compared to control cells as indicated by the increase of the cell index on the Y-axis. (C) The silencing of spinophilin in SUM159 cells also leads to an increased invasion in the xCELLigence system compared to control cells as indicated by the increase of the cell index. Plotted curves represent the averages from two independent wells/measurements and cells were monitored for 24 hours.

Consequently, we investigated the effect of spinophilin-silencing on the self-renewal capacity by using mammosphere assays (Figure 3C). Again for both cell lines, the number of mammospheres were significantly higher (*p*<0.05) in spinophilin-silenced cells (Figure 3D, E). To confirm these aggressive biological *in vitro* features *in vivo*, we evaluated the metastatic potential in mice that were subcutaneously injected with spinophilin-silenced SUM159 cells. After 16 days of observation, 100% of mice with spinophilin-silenced cells showed micrometastases in the lungs, whereas none of the control mice showed signs of lung metastases (Figure 4A, *p* < 0.05).

**Figure 3:**
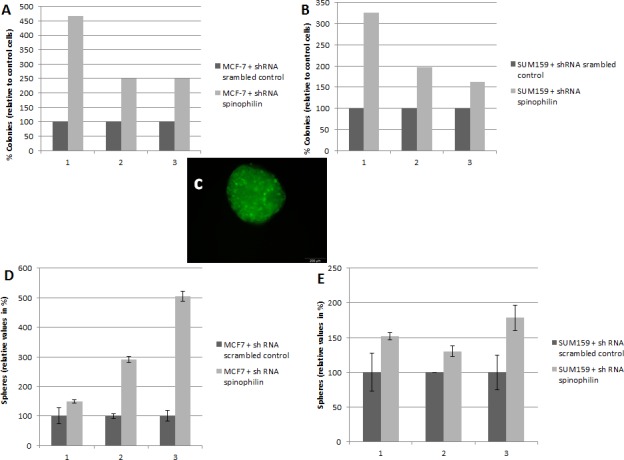
Silencing of spinophilin increases anchorage-independent growth and tumor sphere formation Graphs represent the results from three independent biological replicates of the breast cancer cell lines MCF-7 (A) and SUM159 (B) stably transfected with shRNA against spinophilin compared to control cells. In each biological replicate, a significantly increased number of colonies were observed in the spinophilin-silenced cells. (C) A representative example of a tumor sphere (mammosphere) under ultra-low attachment conditions. The transfected cells are labeled with green-fluorescent protein. Significant increase in the number of mammospheres after spinophilin-silencing in MCF-7 (D) and SUM159 (E) cells.

After identifying that low spinophilin expression is associated with aggressive biological behavior in BC cells, we further tried to figure out which genes are most differentially up- or down-regulated in spinophilin-silenced BC cells. Therefore, we performed microarray gene expression analysis in three independent biological replicates comparing SUM159 spinophilin-silenced and control cells. 

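SUM159 is a breast cancer cell line that the paper uses as its model of the basal-like subtype. The cells had been stably transduced with lentiviral particles that express a short hairpin RNA (shRNA), a transcript that the cell processes into a small RNA directed against a matching mRNA. The spinophilin-silenced cells carried an shRNA against spinophilin, and the control cells carried a scrambled shRNA. Total RNA of 3 spinophilin-silenced samples and 3 control samples was amplified and hybridized to Affymetrix Human Gene 2.0 ST arrays, 1 array per sample. The probes of this array are spread along each transcript and are combined into transcript clusters. The deposited values are log2 expression values that the authors made by robust multi-chip average normalization (RMA), which corrected the background, gave all arrays the same distribution and summarised the probes of each transcript cluster by median polish. Each array holds 53617 transcript clusters. In the annotation used here, 16098 of them have 1 gene symbol and stand for 14884 genes, 11916 of which are protein-coding, and the other 37519 are unnamed here. Spinophilin itself (PPP1R9B) was not analysed here on the arrays, nor were SSX1, SSX2, ITGBL1, AMY1A, SERPINB5, SEPP1 and CDH1. The degree of silencing is therefore known only from the paper's Western Blot (Supplementary Figure 2).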

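The array medians lay between 5.19 and 5.23 on the log2 scale. Over all transcript clusters, the difference between 2 arrays of the same group had an SD of 0.267 to 0.306, and the difference between a silenced and a control array had an SD of 0.290 to 0.328. In each group the samples are labelled 1, 2 and 2d, and neither the labels nor the paper's text says what the letter d stands for. Arrays 2 and 2d differed with an SD of 0.267 in the control cells, where the other pairs gave 0.276 and 0.298, and of 0.298 in the silenced cells, where the other pairs gave 0.280 and 0.306. They were kept as separate samples, as the paper describes independent biological replicates. The paper's text does not say whether the samples of a group came from separate transductions, and p-values measure only the spread between these samples. Silenced and control cells were compared in limma with moderated variances, and p-values were adjusted by the Benjamini-Hochberg method over all 53617 transcript clusters. The criteria of the paper's methods, an unadjusted p under 0.05 and a change of at least 1.5-fold, were applied to the same fit. The number of arrays limits the precision of every value.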

Most important changes of gene expression are shown in the Heat map in Figure 4A and a list of the 30 top up- and down-regulated genes as well as a pathway analysis is included in Supplementary Table 2 and 3. Consequently, the five most up- and down-regulated protein-coding genes were further validated using quantitative RT-PCR. 

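Spinophilin-silenced SUM159 cells had 23 up-regulated and 10 down-regulated genes at an adjusted p under 0.05 from limma. Among the up-regulated genes were X-linked cancer-testis genes, whose expression in normal tissue is largely restricted to the testis. The brightest of 4 transcript clusters of GAGE12C rose from 7.53 ± 0.55 in the control cells to 10.05 ± 0.16 in the silenced cells (log2 expression, SD, n = 3 each), a log2 fold change of 2.52 (standard error 0.26, adjusted p = 0.0221 from limma). CT83, a cancer-testis gene outside the GAGE family, rose from 6.25 ± 0.064 to 8.19 ± 0.28 (SD, n = 3 each), a log2 fold change of 1.95 (standard error 0.14, adjusted p = 0.00771 from limma). The log2 fold change of GAGE13 was 1.86 and that of GAGE12J was 1.74 (adjusted p = 0.0485 and 0.0224 from limma). The other 3 transcript clusters of GAGE12C held the same values as each other on all 6 arrays, with a log2 fold change of 1.91 (standard error 0.25), and did not pass (adjusted p = 0.0504 from limma). GAGE genes are nearly identical copies, so the signal cannot be assigned to single copies. NID1, which encodes the basement membrane protein nidogen 1, rose by 1.70 on the log2 scale, the kinase gene STK26 by 1.45, and the long non-coding RNA LINC02864 by 1.94 (adjusted p = 0.0262, 0.0227 and 0.00267 from limma). The falls included EPHA3, an ephrin receptor, which fell by 0.94 on the log2 scale, and HEPH, a membrane ferroxidase, which fell by 0.76 (adjusted p = 0.0448 and 0.0328 from limma). The semaphorin receptor PLXNA2 fell by 0.69 and the kinase gene TNIK fell by 0.67 (adjusted p = 0.0347 and 0.0326 from limma). These genes were named under a rule that required all 3 silenced arrays to lie on the same side of all 3 control arrays. Of all 53617 transcript clusters, 12.7% had such non-overlapping groups, where random grouping would give 10%.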

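Of 69 cancer-testis genes other than the SSX family, listed before the data were examined, 16 were measured. For gene lists, measured means that the gene had a named transcript cluster here. The array may hold others among the unnamed ones. The paper's SSX result and the labels of Figure 4B, which include CT83 under an older name, were known when the list was written. Figure 4B comes from the same arrays, so tests of the list are not independent of them. CT83 and GAGE13 were up-regulated, none was down-regulated, and the other members did not pass the test over all transcript clusters by their brightest transcript cluster. A dimmer transcript cluster of GAGE2A passed (log2 fold change 2.05, adjusted p = 0.0440 from limma). GAGE12C and GAGE12J are not on the list. Adjusted over the list alone, 4 members were higher, which adds GAGE2A with a log2 fold change of 2.16 (standard error 0.33) and CTAG1A with 0.76 (standard error 0.20). GAGE10 and CSAG1 had log2 fold changes of -0.01 and -0.00. The list had a median log2 fold change of 0.15 and a mean of 0.50, with 13 members above 0. In limma's camera test of 35 gene lists with a preset correlation of 0.01, the list was shifted upwards (adjusted p = 1.51e-06). With the correlation estimated, at 0.0132 for this list, the camera adjusted p = 0.203. This estimate lay close to the preset. The option also bases its p-value on the number of arrays instead of genes, so it is not a test of the correlation alone. In limma's fry, the other alternative, which tests a list by itself and not against other genes, the list was higher (fry adjusted p = 0.0426). Without its GAGE members, a check chosen after the values were seen, 13 genes remained (camera adjusted p = 0.000565, and camera adjusted p = 0.360 with an estimated correlation). No other list passed in camera.

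**Figure D1:**
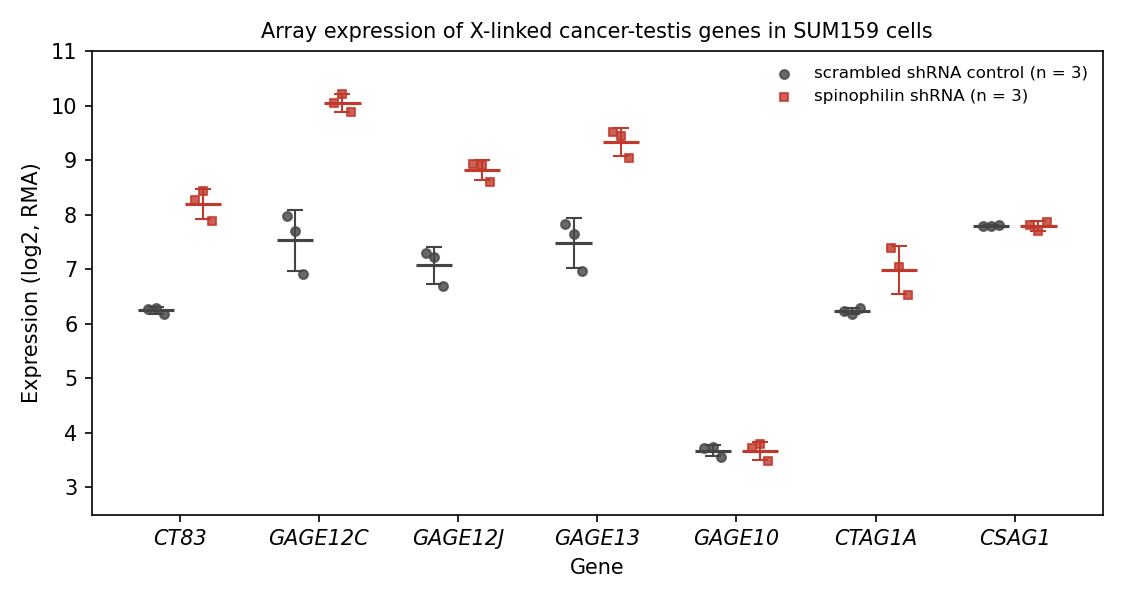
Log2 expression (RMA, vertical axis) of 7 X-linked cancer-testis genes in SUM159 control cells (grey circles) and spinophilin-silenced cells (red squares). Each symbol is 1 array, horizontal lines are the means and bars the SD of n = 3 arrays; all silenced arrays lie above all control arrays for CT83, GAGE12C, GAGE12J, GAGE13 and CTAG1A, while the groups of GAGE10 and CSAG1 overlap, and CTAG1A did not pass the test over all transcript clusters.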

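Over all transcript clusters, named or not, 110 differed at an adjusted p under 0.05 from limma, 91 higher and 19 lower in the spinophilin-silenced cells, each by at least 1.5-fold. The unmoderated test, with or without the replicate label as second factor, gave 0 at this threshold. Of the 110, 74 have no symbol here, 65 of them higher. With the paper's criteria applied to the limma fit, 712 transcript clusters changed, 460 up and 252 down, among them 84 up-regulated and 46 down-regulated genes. The same criteria gave 507 with the unmoderated test and 395 with the replicate label as its second factor. At an unadjusted p under 0.05 from limma, without a limit on the fold change, 3964 passed, which is 7.39% of all transcript clusters. A share of 0.05 would pass without any difference between the groups. Other splits of the arrays into 3 and 3 gave up to 410 in limma by the paper's criteria, against 712. The count of 110 fell to 15, 17 and 34 without control array 1, 2 and 2d, and to 24, 21 and 48 without silenced array 1, 2 and 2d, and the 33 genes became 3, 3, 11, 5, 5 and 11 in the same order. With arrays 2 and 2d of each group averaged into 1 sample, 12 transcript clusters remained. Averaging leaves fewer samples to test, which can by itself lower this count. By the paper's criteria it gave 789, and 613 of these were among the 712. RXFP2, RYR2 and LINC02864 passed whichever array was left out. Of the 33 genes, however, only RYR2 and CT83 passed with arrays 2 and 2d averaged (RXFP2 adjusted p = 0.0993 and LINC02864 adjusted p = 0.0617 from limma), and 9 passed with the replicate label as a block, RXFP2 not among them (adjusted p = 0.0522 from limma).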

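Of the 10 genes taken to quantitative RT-PCR (Figure 4C, D), 6 could be ranked here among 11916 measured protein-coding genes. TSPAN7, NEO1, CSTA and NAP1L3 had the 1st to 4th largest falls by log2 fold change. RXFP2, a receptor of the relaxin family, had the 2nd largest rise after GAGE12C, from a level in the control cells below the lower quartile of every array. This order rests on the brightest transcript cluster of GAGE12C, since the mean over its 4 transcript clusters was 2.06, against 2.24 for RXFP2. RXFP2 and NAP1L3 are dropped by both filters on dim transcript clusters. RYR2, the calcium channel of the ryanodine receptor family, was 11th by the size of its rise and had the smallest p of all named genes. The genes above RYR2 were, besides RXFP2, the GAGE genes GAGE12C, GAGE2A, GAGE12H, GAGE12G, GAGE13 and GAGE12J, together with CT83, NID1 and SMIM10. GAGE2A, GAGE12H and GAGE12G, at log2 fold changes of 2.16, 2.04 and 1.96, did not pass the test by their brightest transcript clusters (adjusted p = 0.0931, 0.0504 and 0.0649 from limma). A dimmer transcript cluster passed for GAGE2A (log2 fold change 2.05) and for GAGE12G (2.01), with adjusted p = 0.0440 and 0.0448 from limma. RXFP2 and RYR2 lie on chromosomes 13 and 1, TSPAN7 and NAP1L3 on X, NEO1 on 15 and CSTA on 3 in GRCh38.p14. Without silenced array 2d, RXFP2 was 5th and NAP1L3 6th.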

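On the arrays, RXFP2 expression rose from 3.41 ± 0.24 in control cells to 5.65 ± 0.21 in spinophilin-silenced cells (log2 expression, SD, n = 3 each), a log2 fold change of 2.24 (standard error 0.16, adjusted p = 0.00668 from limma). The level of RXFP2 in the control cells lies below the lower quartile of every array, 3.85 to 3.90, and RMA values carry no call of signal over background, so the size of its rise is uncertain. RYR2 rose from 5.60 ± 0.016 to 7.15 ± 0.095 (SD, n = 3 each), which is 2.92-fold (log2 fold change 1.55, standard error 0.083, adjusted p = 0.00183 from limma). The tetraspanin gene TSPAN7 fell from 6.34 ± 0.12 to 4.97 ± 0.16 (SD, n = 3 each), a log2 fold change of -1.37 (standard error 0.11, adjusted p = 0.0124 from limma). NEO1, which encodes neogenin, a receptor of netrins, fell from 7.55 ± 0.17 to 6.29 ± 0.11, a log2 fold change of -1.26 (standard error 0.11, adjusted p = 0.0178 from limma). CSTA, the cysteine protease inhibitor cystatin A, fell from 7.62 ± 0.16 to 6.38 ± 0.15, a log2 fold change of -1.24 (standard error 0.12, adjusted p = 0.0187 from limma). NAP1L3, of the nucleosome assembly protein family, fell from 5.39 ± 0.12 to 4.40 ± 0.043, a log2 fold change of -0.99 (standard error 0.089, adjusted p = 0.0178 from limma). The transcript clusters were 16773727 for RXFP2, 16679142 for RYR2, 17102607 for TSPAN7, 16802795 for NEO1, 16944647 for CSTA and 17112560 for NAP1L3. GAPDH and B2M, used for normalization in the quantitative RT-PCR, had log2 fold changes of -0.02 and 0.03 (standard errors 0.098 and 0.081). Of the fits that left out 1 array, TSPAN7 passed in 1, NEO1 in 2, and CSTA and NAP1L3 in 0 of 6, with log2 fold changes of -1.46 to -1.30, -1.33 to -1.17, -1.30 to -1.15 and -1.06 to -0.94. With arrays 2 and 2d averaged, RYR2 passed and RXFP2, TSPAN7, NEO1, CSTA and NAP1L3 did not.

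**Figure D2:**
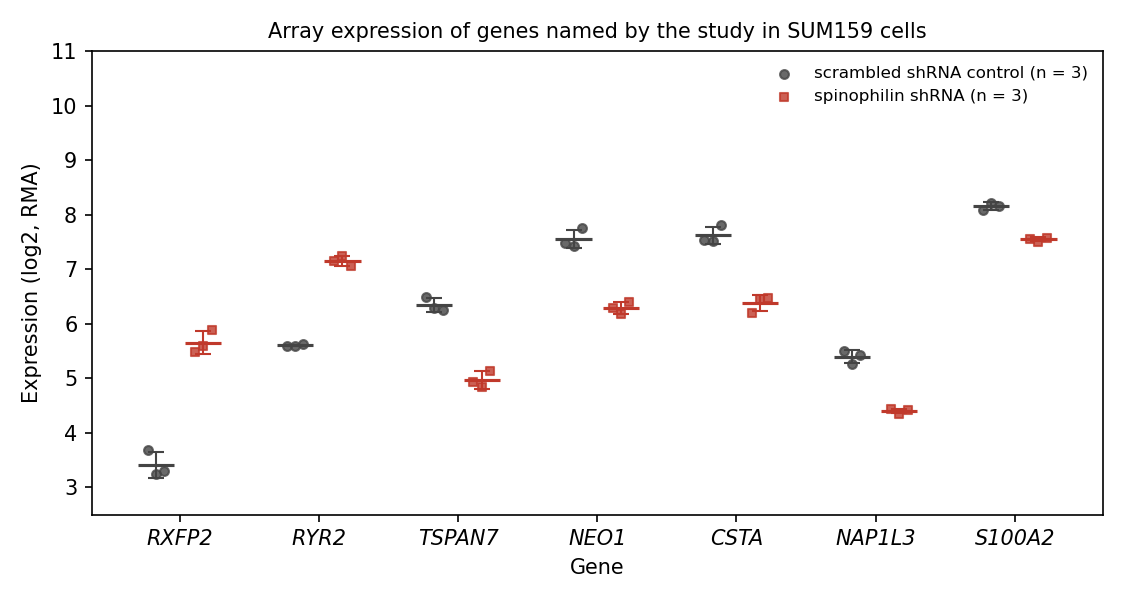
Log2 expression (RMA, vertical axis) of 7 genes in SUM159 control cells (grey circles) and spinophilin-silenced cells (red squares). Each symbol is 1 array, horizontal lines are the means and bars the SD of n = 3 arrays; the silenced arrays lie above all control arrays for RXFP2 and RYR2 and below all control arrays for TSPAN7, NEO1, CSTA, NAP1L3 and S100A2.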

A 100% concordance between microarray results and the confirmatory RT-PCR was found. Under the differentially expressed genes we identified several genes previously related to cancer including the up-regulated *SSX1*, *SSX2*, *RXFP2*, *RYR2* and the down-regulated *CSTA*, *TSPAN7*, *NEO1*, *S100A*, *SERPINB5* and *SEPP1* (Figure 4B, C). 

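S100A2, a calcium-binding protein gene whose label stands among the down-regulated genes of Figure 4B, fell by the paper's criteria from 8.15 ± 0.069 in control cells to 7.54 ± 0.038 in spinophilin-silenced cells (SD, n = 3 each), which is 1.53-fold. Its log2 fold change of -0.61 (standard error 0.079) had an adjusted p = 0.0504 from limma. Of 19 other genes on an S100 list written before the data were examined, none was higher or lower, and the same holds adjusted over the list alone. This list includes S100PBP, which encodes a binding protein of S100P and is no S100 gene itself. RYR1 and RYR3, the other ryanodine receptor genes, had log2 fold changes of -0.06 and -0.00 (standard errors 0.082 and 0.095). Of 10 measured relaxin receptors and ligands other than RXFP2, 6 lay above 0 and none passed the test, over all transcript clusters or adjusted over the list alone. Among 25 measured tetraspanin genes other than TSPAN7, TSPAN12 was higher, with a log2 fold change of 0.66 (standard error 0.083, adjusted p = 0.0478 from limma), none was lower, and adjusted over the list alone the counts were the same. TSPAN12 passed in 4 of 18 alternatives, and in 0 of the 6 among them that left out 1 array. SSX1, SSX2, SERPINB5 and SEPP1 were not analysed here. From the arrays, the paper proposes these genes as candidates that may interact with spinophilin or be affected downstream of it, and it relates them to cancer through earlier studies of each gene. It also reports quantitative RT-PCR of the genes of Figure 4C and D and, for some genes, an association with spinophilin expression in TCGA patients.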

Using the expression data of the 921 BC patients of the TCGA dataset, we confirmed for some of these differentially expressed genes including *ITGBL1*, *TSPAN7* and *SERPINB5*, a significant association with spinophilin expression by using non-parametric tests (*p* < 0.05).

**Figure 4:**
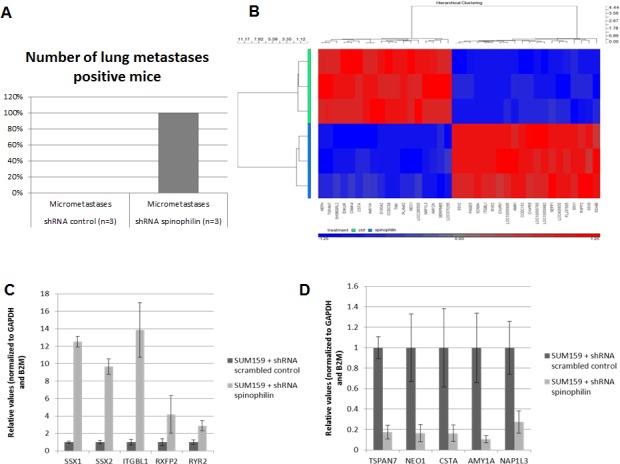
*In vivo* metastases formation and gene expression profile in spinophilin-silenced basal-like breast cancer cells (A) Shows the number of mice positively explored for lung micrometastases in the SUM159 xenografts (B): HeatMap of the top differentially expressed genes of SUM159 with silenced spinophilin compared to control cells. Genes clustered using hierarchical clustering (Pearson's dissimilarity, Ward’ method) on expression values present in picture. Genes shifted to mean of zero and scaled to standard deviation of one. Five up- (C) and five down-regulated genes (D) were selected and validated by qRT-PCR.

## DISCUSSION

Spinophilin is a protein phosphatase 1 binding protein that has been initially described in dendritic spines of the nervous system [7]. Previous studies reported that spinophilin is important for cell-cell adhesion and functions as a link between the actin cytoskeleton and the plasma membrane [15-17]. Basically discovered to be essential for several processes in the nervous system, spinophilin has later been associated with certain types of cancer. Vivo and colleagues were the first who reported a connection between the human tumor suppressor protein ARF and spinophilin [18]. More recently published studies confirmed a role for spinophilin in human cancer. For instance, spinophilin expression had an inhibitory effect on anchorage-independent growth of glioblastoma cells [18, 19] as well as an effect on self-renewal and differentiation in brain tumor stem cells [20]. Molino-Pinelo and colleagues revealed that spinophilin expression correlates with higher grade of malignancy in lung cancers [9]. In hepatocellular carcinoma reduced levels of spinophilin have been associated with high proliferation and poor prognosis [10]. Another recent study suggests that down-regulation of spinophilin in colorectal cancer correlates with a more aggressive histologic phenotype, faster relapse and poorer survival in advanced stages of colorectal carcinoma [12]. Ress et al. confirmed the role of spinophilin in colorectal cancer and showed that reduced spinophilin levels led to increased cellular growth rates, anchorage-independent growth [21]. Interestingly, abnormalities in the growth of mammalian ducts have been observed in spinophilin knock-out mice [7].

In the present study, which is the first one investigating the role of spinophilin in BC, we observed a membranous localization of spinophilin in BC cells. This finding is in concordance with its role as a scaffold protein linking the cell membrane with the cytoskeleton [15]. Furthermore, in a large external cohort of BC samples, we found that lower spinophilin expression is significantly associated with basal-like BC and poor prognosis. Basal-like BC is the most aggressive subtype showing high rates of proliferation. Up to now cytotoxic chemotherapeutic agents are the only approved treatment option [6], which makes the discovery of new cancer-driving factors of paramount interest. By generating stable spinophilin-silenced cell lines, we observed higher cellular growth rates in basal-like and luminal A BC cells, both with different p53 mutational status. These findings suggest that spinophilin increases cellular growth rates in BC cells regardless of the underlying molecular subtype or p53 mutations. These results are also in line with previous studies in different types of cancer including colorectal and hepatocellular carcinoma. These studies also clearly demonstrated that a loss of spinophilin leads to a proliferation promoting effect, regardless to the p53 mutation status [10, 12]. In addition to proliferation, we also found that reduced levels of spinophilin triggersmigration and anchorage-independent cell growth. However, cell migration and invasion assays can also be influenced by varying cell numbers due to proliferation differences. Mammosphere assays, which are frequently used to confirm the self-renewal capacity of putative BC stem cells [22, 23], also demonstrated an increase in sphere formation capacity of spinophilin-silenced cells. The use of xenografts confirms the increased metastatic potential in spinophilin-silenced cells *in vivo*. Besides the role as a scaffold protein, spinophilin has been described as a multifunctional protein interacting with several other proteins. These promiscuous molecular functions make the identification of the direct underlying mechanisms more difficult. In an attempt to identify at least some differentially expressed genes which might interact or act as down-stream affected genes, microarray analysis identified several interesting candidates. On the one hand the up-regulated genes include the gene family sister-of-Sex-lethal (*SSX*), which is considered as a multi-gene family consisting of 9 complete genes on chromosome Xp11. Among normal tissues its expression is restricted to testis, but it has been described in a variety of human tumors [24]. For instance, expression of *SSX2* has been associated with metastatic prostate cancer [25], advanced tumor stage and malignant tumors [26]. Interestingly, *SSX* gene expression has also been described previously in BC. Overexpression of *SSX2* in the typically low-invasive BC cell line MCF-7 induced cellular growth and promoted cell invasion [27]. RXFP2 (relaxin/insulin-like family peptide receptor 2) is one of the RXFP receptors for relaxin. As relaxin acts as a growth factor, this indicates a possible role of relaxin in cancer biology [28]. RXFP2 is also a receptor for INSL3 (insulin-like peptide 3) and has been implicated with tumor-promoting activity in thyroid cancer [29]. The receptor and its ligands have also been associated with cancer progression and invasiveness [30]. The ryanodine receptor (RyR, three isoforms) is a large, intracellular calcium channel and a recently published study demonstrated a mechanistic link between spinophilin and RyR2 activation in heart disease [31]. This calcium channel has also been connected to prostate [32] and breast cancer [33]. Abdul et al found a correlation between RyR expression and tumor grade in BC [34]. On the other hand, several down-regulated genes in the spinophilin-silenced cells could be identified. Cystatin A or stefin A (CSTA) is a cysteine protease inhibitor. A previous study showed a link between CSTA and metastasis in BC [35]. Later CSTA was also associated with the regulation of the progression of ductal carcinoma in situ to invasive BC. This study suggests a function of CSTA to normally suppress progression in BC [36]. The proteins of the tetraspanin superfamily are involved in cell motility, metastasis, cell proliferation and differentiation [37]. NEO1 (neogenin1) is a DCC-like (Deleted in Colorectal Cancer) netrin receptor and is significantly reduced in prostate tumors compared to normal prostate tissues [38]. S100A (S100 calcium binding protein A2) has been proposed to act as a tumor suppressor. S100A is down-regulated in numerous tumor types including BC. Knock-down of S100A2 in non-tumorigenic cells resulted in enhanced proliferation [39].

SERPINB5 (serpin peptidase inhibitor, clade B (ovalbumin), member 5) is implicated as a tumor suppressor which is absent in breast and prostate cancer [40] and has also a possible causal role in metastasis [41]. SEPP1 (selenoprotein P, plasma, 1) has been associated with breast cancer risk among women with higher Native American ancestry [42].

In conclusion, in this study we describe for the first time spinophilin expression in BC and link low expression levels to the aggressive basal-like BC. Apart the association, in a series of experiments we also found that BC cells with reduced spinophilin levels transform to a more aggressive biological phenotype. Future studies are warranted to further clarify the molecular mechanisms and biological role of spinophilin in BC patients. As breast cancer is a heterogeneous disease in terms of prognosis and treatment modalities, novel identified pathogenesis-driving factors might be helpful as novel prognostic markers or therapeutic targets.

## MATERIALS AND METHODS

### Immunohistochemistry

For measuring the localization and distribution of the spinophilin protein in BC tissue, we included eight formalin-fixed paraffin embedded BC cases from the Institute of Pathology, Medical University of Graz, Austria. The ethics committees of the Medical University of Graz approved this study (No. 24-248 ex 11/12). Immunohistochemical analysis for spinophilin expression was performed on whole tissue slides of BC tissue. In detail, the 3μm thick sections were deparaffinized in xylene and rehydrated with graded ethanol. For spinophilin detection, the sections were subjected to antigen retrieval in a pressure cooker (Dako, Pascal) in 0.01 M sodium-citrate buffer, pH 6.0, and subsequently incubated for 60 minutes with a rabbit antibody to human spinophilin (Millipore, Bedford, Massachusetts, USA; Anti-Spinophilin Antibody: AB5669) at a 1:50 dilution. The reaction was visualized using the UltraVision LP Large Volume Detection System HRP Polymer (Thermo Scientific, Rockford, IL) and all sections were counterstained with hematoxylin. For the negative control, the primary antibody was omitted. The localization and distribution of spinophilin-staining were evaluated by an experienced pathologist (A.A).

### Spinophilin mRNA expression in breast cancer subtypes and survival analysis

We downloaded and analyzed data (level 3 RNASeq v2) publicly available from the Cancer Genome Atlas Project (TCGA; http://tcga-data.nci.nih.gov/) for 921 BC patients. For 489 patients PAM50 molecular sub-classification results were acquired from the paper Comprehensive molecular portraits of human breast tumors [43]. Analyses were carried out in R statistical environment (version 3.0.1) (http:///www.r-project.org/). All tests were two-sided and considered statistical significant at the 0.05 level.

We checked for a relationship between spinophilin mRNA expression and overall survival as follows: Patients were grouped into percentiles according to spinophilin expression. The log-rank test was employed to determine the association between mRNA expression and overall survival. The Kaplan-Meier method was used to generate overall 10-years survival curves. The cut-off to optimally separate the patients into low/high spinophilin (log-rank test p-value minimum) was chosen (cut-off=0.26). Multivariate Cox proportional regression analyses were performed to determine the influence of patients' age (continuous variable), tumor stage (stage I, II, II and IV), hormone receptor (estrogen receptor positive versus negative) and Her2/neu receptor (Her2/neu positive versus negative/not available) status as well as spinophilin (dichotomized according to the above mentioned cut off) 10-years survival. Hazard ratios (HR's) estimated from Cox models were reported as relative risks with corresponding 95% confidence intervals (95%CI's). The samples were grouped into quartiles according to the score. The Shapiro-Wilk test was applied and verified that spinophilin expression does not follow a normal distribution in each PAM50 group. Accordingly, the nonparametric test Kruskal-Wallis test together with Nemenyi post-hoc test was applied to assess the relationship between spinophilin expression and PAM.50 subtype. A box-and-whisker plot (Box plot represents first (lower bound) and third (upper bound) quartiles, whiskers represent 1.5 times the interquartile range) was used to visualize the data (log2(x+1)).

### Breast cancer cell lines

The luminal A breast cancer cell line MCF-7 was purchased from American Type Culture Collection (ATCC) and the basal-like cell line SUM159 was obtained from Asterand (Detroid, MI). Identity of these cell lines was confirmed by STR analysis. MCF-7 cells were grown in MEM with Earle's salts containing 2 mmol/L L-glutamine (PAA, Pasching, Austria), 1% sodium pyruvate (PAA), 1% penicillin/streptomycin (PAA) and 10% FCS (PAA). SUM159 cells were maintained in Ham`s F12 containing 2 mmol/L L-glutamine (PAA), 2 mmol/L HEPES buffer (Gibco, Darmstadt, Germany), 5μg/ml insulin actrapid (Novo Nordisk, Vienna, Austria), 1μg/ml hydrocortisone (Sigma-Aldrich, Vienna, Austria) and 5% FCS (PAA). After obtaining a confluence of approximately 80%, total RNA was isolated following a standard Trizol protocol and RNA was stored at −80°C until further procedures.

### shRNA lentiviral particles transduction

SUM159 and MCF-7 cells were seeded in 6-well plates 24 hours prior to viral infection and incubated overnight in complete growth medium. On the day of transfection, the medium was replaced with complete growth medium containing 8 μg/ml polybrene (Santa Cruz Biotechnology, Santa Cruz, CA) and 10 μl of ViralPlus Transduction Enhancer (ABM, Richmond, BC, Canada). Cells were infected by adding 50 μl of shRNA spinophilin lentiviral particles (ABM, Sense strand: 5′-GGGAGGUGCGCAAGAUUAATT-3′, Antisense strand: 5′-UUAAUCUUGCGCACCUCCCGG-3′) or shRNA scrambled control lentiviral particles (ABM), respectively. Stably transfected SUM159 cells were selected with 0.5 μg/ml (MCF-7) or 1 μg/ml (SUM159) puromycin dihydrochloride (Gibco, Carlsbad, CA).

### Quantitative RT-PCR

For detection of mRNA expression levels after stable transfection experiments, 1 μg of total RNA was reverse transcribed by using QuantiTect Reverse Trascription Kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. Quantitative RT-PCR was carried out in technical duplicates of biological triplicates using commercially available primers specific for spinophilin (Hs_PPP1R9B_1_SG QuantiTect primer assay, Qiagen) and EMT-related genes (E-cadherin, Hs_CDH1_1_SG QuantiTect primer assay, Qiagen; Vimentin, Hs_VIM_1_SG QuantiTect primer assay, Qiagen). Primer sequences specific for Bcl-2, Bax, GAPDH, B2M, SSX1, SSX2, ITGBL1, RXFP2, RYR2, TSPAN7, NEO1, CSTA, AMY1A and NAP1L3 are listed in Supplementary Table 1. Quantitative RT-PCR was done on a LightCycler® 480 Real-Time PCR System (Roche Diagnostics, Mannheim, Germany) using the QuantiTect SYBR Green PCR Kit (Qiagen) according to the manufacturer's standard protocol. The arithmetic mean of the housekeeping genes GAPDH and B2M was used for normalization and relative gene expression levels were calculated using a standard 2^−ΔΔCT^ method [44]. Each experiment was performed in three independent biological replicates.

### Protein extraction and western blot analysis

Total proteins from stably transfected MCF-7 and SUM159 cells were extracted with radioimmunoprecipitation assay (RIPA) buffer (150 mM NaCl, 50 mM Tris-HCl, pH 7.5, 1% Triton, 0.1% SDS, 0.1% sodium deoxycholate and 1% Nonidet P40). 25 μg of total cellular proteins were resuspended in laemmli buffer (4% SDS, 20% glycerol, 10% 2-mercaptoethanol, 0.004% bromphenol blue and 0.125 M Tris HCl, pH approx. 6.8) and heated at 95 °C for 5 minutes. Proteins were separated by a 4–15% Mini-PROTEAN^®^ TGX^™^ Precast Gel (Biorad, Hercules, CA) and transferred onto a nitrocellulose membrane (Applichem, St. Louis, MO). The membrane was blocked for 1 hour with 3% non-fat dry milk in Tris buffered Saline/0.1% Tween-20. Immunoblotting was performed and antibodies specific for spinophilin (Cell Signaling, Danvers, MA, Cat.No. 9061S), the apoptosis marker PARP (Cell Signaling, Cat.No. 9542), pRb (directed against phosphorylated serine 807/8, Cell Signaling, diluted 1:1000 in 1% non-fat dry milk in Tris buffered Saline/0.1% Tween-20), and β-Actin (Sigma, Cat.No. A5441, clone AC-15) were detected using HRP-conjugated anti-mouse or anti-rabbit antibodies, respectively (Dako, Glostrup, Denmark). Visualization was performed using an enhanced chemoluminescence detection system (Super Signal West Pico, Thermo Scientific, Rockford, IL).

### WST-1 proliferation assay

To test whether low expression levels of spinophilin influences cellular proliferation of BC cells, we measured the cellular growth rate by applying the WST-1 proliferation assay. A number of 2×10^4^ MCF-7 or SUM159 cells per well were seeded in a 96-well culture plate. Cells were grown in regular growth medium for 24 h or 48 h. WST-1 proliferation reagent (Roche Applied Science, Vienna, Austria) was applied according to the manufacturer's recommendations. After four hours colorimetric changes were measured using a SpectraMax Plus (Molecular Devices, Sunnyvale, CA) at a wavelength of 450 nm with a reference wavelength at 620 nm. Three independent experiments with each six technical replicates per cell line and time point were performed.

### xCELLigence system (cell growth, cell migration and invasion)

To monitor cellular growth in real-time with a second independent method, the xCELLigence DP device (RTCA; Roche Diagnostics Mannheim, Germany) was used. 10,000 transfected SUM159 cells were seeded in electronic microtiter plates (E-Plate VIEW 16; Roche Diagnostics) and measured for 77 hours with the xCELLigence system according to the user manual. Cell density measurements were performed in triplicates and signal detection was done every 15 minutes. Cell migration and invasion of stably transfected SUM159 were also assayed using the xCELLigence Real-Time Cell Analyzer. For the invasion assay CIM-plate-16 wells (Roche) were pre-coated with 20 μl of matrigel diluted 1:40 in growth medium for 0.5 h at 37°C. Afterwards 20,000 cells for the migration assay and 40,000 cells for the invasion assay were plated in each well in serum-free medium. The lower medium chamber contained growth medium with 10% FCS. Cells were allowed to settle for 30 min at room temperature before being placed in the RTCA in a humidified incubator at 37°C with 5% CO2. Measurements were performed every 15 minutes for 24 hours. Data acquisition and analyses were performed using the RTCA software (version 1.2, Roche Diagnostics). The cell index (CI) is derived from electrical impedance changes as the cells interact with interdigitated microelectrodes on the bottom of the E-plate. Three replicates of each cell line were performed.

### Anchorage-independent growth assay

The efficiency of colony formation of stably transfected SUM159 and MCF-7 cells in soft agar was determined by plating 2,500 cells in 1 ml of complete growth medium containing 0.35% low gelling temperature agarose (Sigma, Seelze, Germany) over 1.5 ml of growth medium containing 0.5% agar (Sigma) in a 35mm dish. Cells were cultured at 37°C and 5% CO_2_ for up to 4 weeks. Colonies were stained with 0.005% crystal violet (Sigma) in 25% methanol and the number of colonies was counted using a dissecting microscope.

### Mammosphere formation assay

To assess the effect of low spinophilin expression on the self-renewal capacity (mammosphere formation), we performed a spheroid growth model as previously described [22] with slight modifications. In detail, the adherent growing BC cell lines were dissociated into single cells using trypsin/EDTA and 2,000 single cells per well seeded in ultra-low attachment 6-well plates (Corning, NY, USA) using serum-free MEBM (Lonza, Basel, Switzerland) medium (SFM). SFM was supplemented with 1xB27 supplement (Gibco), 20 ng/ml human epidermal growth factor EGF (Peprotech, Hamburg, Germany), 10 ng/ml human basic fibroblast growth factor FGF (Peprotech), 20 IU/ml Heparin (Baxter, Vienna, Austria) and 1% antibiotic/antimycotic solution (Sigma-Aldrich). Mammospheres were observed and counted under a microscope 10 days later. Three independent experiments per cell line with each three technical replicates were performed.

### Tumor xenograft model

For tumor xenograft experiments, female, five week-old NOD/SCID/IL-2rγnull (NSG−) mice were obtained from Charles River Breeding Laboratories (Sulzfeld, Germany). Stably transfected shRNA spinophilin-silenced or scrambled control SUM159 cells were re-suspended in phosphate-buffered saline (PBS) and subcutaneously injected at a density of 1×10^7^ cells into the flanks of mice (n = 5 per group). Animals were sacrificed 16 days after injection and lung tissue was excised for histological analyses. Tissues were fixed in 4% buffered formaldehyde for 24 hours, paraffin-embedded and stained by hematoxilin-eosin (HE). Slides were assessed by an experienced pathologist (A.A), who was blinded according to the cells of origin. Three animals per group were randomly selected for pathological analyses. All animal work was done in accordance with a protocol approved by the Institutional Animal Care and Use Committee at the Austrian Federal Ministry for Science and Research (BMWF) (vote 66.010/25-III/3b/2013).

### Microarray gene expression analysis

To detect the most differentially expressed genes in spinophilin-silenced basal-like BC cells, total RNA was isolated using the miRNeasy Mini Kit (Qiagen) according to the manual instructions. RNA was checked on Bioanalyzer BA2100 (Agilent; Foster City, CA). Sample with RIN (RNA integrity number) >8 were taken for whole transcriptome analysis on Affymetrix Human Gene 2.0 ST mRNA Arrays (Affymetrix; Santa Clara, CA). In detail 250 ng total RNA was amplified with NuGen Applause WT-Amp Plus ST System (NuGEN Technologies, Inc; San Carlos, CA). The great benefit of NuGEN is the SPIA amplification, which is a linear isothermal amplification process (SPIA: single primer isothermal amplification). cDNA was purified by MinElute Reaction Cleanup Kit (Qiagen), measured by NanoDrop and quality checked on the BioAnalyzer BA2100 (Agilent; Foster City, CA) using the RNA 6000 Nano LabChip (Agilent). An examination of ~250ng generated ssDNA showed a fragment size 2000nt which was satisfying for further processing. Following fragmentation and labeling of 5μg ssDNA was accomplished by NuGEN Encore Biotin Module (NuGEN Technologies, Inc; San Carlos, CA) according to the user's manual. The hybridization cocktail was adjusted to the final concentration suggested by the NuGEN Encore Biotin Module. Hybridization time was set to 17h at 45°C while rotating in a hybridization oven as recommended. Washing and staining (GeneChip® HT hybridization, Wash and Stain Kit; Affymetrix) was done with the Affymetrix Genechip® fluidics station 450 according to the manual (protocol on fluidics station: FS450_0007). Arrays were scanned with the Affymetrix GeneChip scanner GCS3000.

Evaluation of the hybridization controls and pre-analysis was done with Affymetrix Expression Console EC 1.3.1. Hybridizations were done at the Division Core Facility Molecular Biology at the Centre of Medical Research at the Medical University of Graz.

For normalization and data analysis Partek Genomic Suite v6.6 software (Partek Inc; St Louis, MO) was used. We used the RMA approach (robust multi-chip average normalization) including background correction, quantile normalization across all arrays, median polished summarization and log transformed of expression values.

For statistical analysis a two-way ANOVA was performed between spinophilin-silenced and control cells in biological triplicates. Genes with *p*<0.05 and fold change of at least 1.5 were considered to be significantly de-regulated.

All microarray gene expression data have been deposited in the National Center for Biotechnology Information (NCBI)'s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE61889.

### Statistical analysis

All data represent mean values of at least three independent experiments ± SEM (standard error of mean). Student t-test or non-parametric tests were used where appropriate. For all calculations, *p*<0.05 was considered as significant.

## SUPPLEMENTARY MATERIAL, FIGURES, TABLES

How the deposited data were processed for this re-analysis (not part of the article)

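Gene expression was measured in SUM159 cells with an shRNA against spinophilin and in SUM159 cells with a scrambled shRNA, on 3 arrays each (Affymetrix Human Gene 2.0 ST). The authors isolated total RNA, amplified it with the NuGEN Applause WT-Amp Plus ST System, labelled it with biotin and hybridized it. According to the paper's methods and the submitters' processing notes, the authors processed the arrays in Partek 6.6 with RMA: background correction, quantile normalization across all arrays, median polish per transcript cluster and a log transform. The deposited values are taken as log2 expression values, since the methods do not name the base and the highest value, 13.7, lies above the range that natural logs or log10 values of a scanner can reach. Background correction and quantile normalization compress small differences of dim transcripts and remove any difference in total RNA between the groups, so changes are relative to the other transcripts of the same array.

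The value table was used as deposited, with 53617 transcript clusters and no filter. Names came from a table that pairs transcript clusters with the platform annotation, with symbols and biotypes updated through the gene identifiers of RefSeq on GRCh38.p14: 16098 transcript clusters had 1 symbol, 0 had several and 37519 had none here. A gene with several transcript clusters (779 genes) was represented by the one with the highest mean over all 6 arrays. The assembly of the array's annotation is not given in the sources used here, so chromosome names and the order of neighbouring genes were taken from RefSeq and no position is printed. Spinophilin (PPP1R9B), the SSX family, ITGBL1, the amylases, SERPINB5, SEPP1 and CDH1 were not analysed here, nor were the 6 gene lists without a measured member.

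Spinophilin-silenced and control cells were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, and p-values were adjusted by the Benjamini-Hochberg method over all transcript clusters with a threshold of 0.05. The paper's methods use an unmoderated test with a second factor that the paper's text does not name, and the threshold of an unadjusted p under 0.05 with at least 1.5-fold. That test was run as an alternative, with silencing alone and with the replicate label as second factor. An exact permutation test of 1 gene cannot give a p under 0.1 with 3 arrays against 3, so limma's moderated test was used. Of 42 gene lists written before the data were examined, 35 had at least 5 measured genes and were tested with limma's camera (preset correlation 0.01), with an estimated correlation and fry as alternatives. The chromosomes of the changed genes were compared with those of the other named genes by Fisher's exact test.

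The genes named in the text follow a rule fixed before the data were examined: every gene the paper names for the arrays or the quantitative RT-PCR, up to 12 largest rises and falls at an adjusted p under 0.05 with non-overlapping groups, up to 4 members of each list spoken of, and the members of a family or neighbourhood that was tested. The directions of the genes the paper names were known beforehand, and the labels of Figure 4B had been looked at. Other genes named because they passed the threshold were chosen after their values were seen.

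Alternatives covered the replicate label as a block, arrays 2 and 2d as 1 sample or as a random block, filters on dim transcript clusters, centring, repeated quantile normalization, cyclic loess, trend and robust variances, array weights, the unmoderated test, named transcript clusters only, the choice of transcript cluster per gene and leaving out each array. Counting the GAGE family as 1 gene, leaving it out of the cancer-testis list, counting genes instead of transcript clusters, and leaving out each array for the count of genes and for the chromosomes were added after seeing the data.

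The limma step was tested on simulated data with the real means, limma's moderated variances and noise drawn independently for each array. Of the 53617 transcript clusters, 67 were changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold. The limma step recovered 22.4% of those changed 1.5-fold, 85.1% of those changed 2-fold and 98.5% of those changed 4-fold, with 4 false calls. Moderated variances are drawn together across transcript clusters, and shared variation between arrays was not simulated, so recovery in the real data may be lower. Changes near 1.5-fold are therefore often missed at an adjusted p under 0.05 with this number of arrays.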

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

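The tests on the GAGE copies and on the neighbours of risen X-linked genes were chosen after the result was seen; those on other splits of the arrays, chromosome windows and luminal genes were fixed before. The genes below passed an adjusted p under 0.05 in limma, are not discussed in the paper's text, and are given as log2 fold changes of spinophilin-silenced against control cells; some of them have labels in the heat map of Figure 4B, where CT83 and SMIM10 appear under their older names.

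Transcript clusters of X-linked cancer-testis genes rose: GAGE12C 2.52 by its brightest transcript cluster, CT83 1.95, GAGE13 1.86 and GAGE12J 1.74. The shift of the cancer-testis list as a whole passed in camera with the preset correlation and not with an estimated one of 0.0132 (camera adjusted p = 0.203). With the estimate, camera also bases its p-value on the number of arrays instead of genes. Signal shared between nearly identical GAGE copies cannot account for all of it, since CT83, which is no GAGE copy, rose by 1.95 (standard error 0.14). Whether several GAGE genes rose or 1 of them cannot be told apart, because the other 3 GAGE12C transcript clusters, at 1.91 and not past the threshold, held identical values, and the 11 GAGE transcript clusters other than GAGE10, 5 of which passed, all lay between 1.74 and 2.52. A copy number gain around the 7 risen X-linked genes is argued against by 100 measured neighbours with a median log2 fold change of 0.0184 (standard error 0.0151). These neighbours were taken without GAGE genes and without genes that passed, so a short gain of the risen genes and a few others stays open.

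The number of changed transcript clusters, 110, was reached by 1 of the 10 splits of the arrays into 3 and 3, the real one, and the highest count of another split was 0. By the paper's criteria the real split gave 712 and the highest other split 410. With 10 splits the share cannot fall under 0.1.

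The changed genes as a whole may also come from differences between the cell populations other than the shRNA. MCF-7 cells, the other line of the study, mixed into 1 population would shift luminal mammary genes, but 24 measured genes of that kind had a median of 0.00806 (standard error 0.0275) and 0 passed. A gain or loss of a chromosome region remains possible below the limit reached: the largest median over 51 neighbouring measured genes was -0.148 (standard error 0.0231, chromosome 18), short of the 0.3 that such a change was taken to need, and shorter regions were not resolved. An effect of the shRNA sequence on transcripts other than spinophilin was not tested.

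Further rises were found for the long non-coding RNAs LINC02864 (1.94), MIR663AHG (1.62), LINC00619 (1.59), LINC02393 (1.28), LINC01606 (1.21) and DSCR8 (1.11). Among protein-coding genes, NID1 rose by 1.70, SMIM10 by 1.66, STK26 by 1.45, AMN1 by 1.26, CCDC152 by 1.25, ATF7IP2 by 1.18, ZNF239 by 0.93, F2RL2 by 0.90, PATJ by 0.74, DMD by 0.66 and TSPAN12 by 0.66. The genes with lower expression were EPHA3 (-0.94), SH3BGRL2 (-0.90), HEPH (-0.76), PLXNA2 (-0.69), TNIK (-0.67) and CCDC54 (-0.59). Of all these, LINC02864 passed in 6 of 6 fits that left out 1 array, AMN1 in 4 and CT83 in 3, and each of the others in 2 or fewer.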

How the results depend on the processing

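None of the 33 genes that passed changed sign under any alternative. Among named genes that did not pass, BAX, BCL2, GAPDH, RYR3 and GAGE10, all with log2 fold changes near 0, had either sign depending on the alternative. Of the 33 genes, 9 still passed with the replicate block, 18 with arrays 2 and 2d as 1 block and 2 with both averaged. The count of 110 transcript clusters at an adjusted p under 0.05 depended on how the arrays were grouped: 67 with arrays 2 and 2d as 1 block, 12 with both averaged, and 223 with both as a random block, whose estimated correlation was -0.24 (199 of them at least 1.5-fold). Averaging leaves fewer samples and a block takes up part of the information, so lower counts there can come from this as well. The replicate label did not clearly pair the arrays labelled 1 or 2, while the 2d arrays shared some variation. For labels 1, 2 and 2d, same-label arrays had correlations of 0.0118, 0.0000157 and 0.0926 of their deviations from the group means. Over transcript clusters at or above the median level these were 0.0480, -0.00562 and 0.206. Only the 2d arrays correlated best with their own label. With the label as a replicate block the count was 40, of which 34 were among the 110. Leaving out each array in turn gave 15 to 48, also with the limit of 1.5-fold, and fewer arrays were then tested; 3 to 11 genes instead of 33; 776 to 896 by the paper's criteria; 1 to 2 gene lists; 0 to 1 chromosomes; and 4 to 5 of the 6 ranked genes within the first 5. The unmoderated test gave 0 at an adjusted p under 0.05, with or without the block, although by the paper's criteria it gave 507, against 712 from limma.

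A filter on dim transcript clusters changed counts by construction, as fewer were tested. With a group mean of at least 6, 196 passed the adjusted threshold and 319 the paper's criteria; at or above the median level, 384 passed the paper's criteria; named transcript clusters alone gave 148, and 73 at an adjusted p under 0.05 with at least 1.5-fold. Both filters on dim transcript clusters left 3 ranked genes within the first 5. The unmoderated test with the block gave 395 by the paper's criteria. Centring, repeated quantile normalization and cyclic loess gave 106, 109 and 114.

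With arrays 2 and 2d averaged, 2 gene lists passed. The additional list was cholesterol and fatty acid synthesis (also without control array 2d and without silenced array 2) or interferon-stimulated genes (without control array 1). With an estimated correlation 0 lists passed, with or without GAGE members. The estimate for the full cancer-testis list, 0.0132, lay close to the preset 0.01, so the size of the correlation hardly differed there. Camera with an estimated correlation also bases its p-value on the number of arrays, while a preset correlation lets it use the number of genes. The settings therefore differ in more than the correlation, and the weaker result cannot be read as an effect of correlation between genes. Of the 2 chromosomes, 1 remained with the paper's criteria and 1 with the median filter, X in both. Taking the transcript cluster with the smallest p for each gene gave 36 genes, adding GAGE12G, GAGE2A and GPR65. Of the alternatives set before the data were examined, camera with the random block was not run, nor was any for PPP1R9B, which was not analysed here. The chromosome test was repeated only with the paper's criteria, the median filter, GAGE as 1 gene and each array left out, the count of genes only with the smallest p and each array left out, and camera was not repeated on named transcript clusters alone or with the unmoderated test. Dim transcripts are limited by background, which RMA values do not report.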

Differences from the paper's values

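The paper's text gives no array value to set beside a value here; its thresholds are stated, but no count of changed genes.

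The paper takes the genes for quantitative RT-PCR from the most up- and down-regulated protein-coding genes. Of the 6 of these genes measured here, 5 were within the first 5 of their direction by log2 fold change, and RYR2 was 11th among the rises. This place counts nearly identical GAGE copies as separate genes, and RYR2 would stand higher with the GAGE family as 1 gene. Conversely, SSX1 and SSX2, which the paper lists as up-regulated, were not ranked here. RYR2 and RXFP2 would stand lower if those genes rose by more. It ranked 9th without control array 2d, 10th with either filter on dim transcript clusters and without silenced array 1, 12th without control array 1, and 11th in every other setting. GAGE12C, CT83, GAGE13, GAGE12J, NID1 and SMIM10 rose by more than RYR2 (log2 fold changes of 2.52, 1.95, 1.86, 1.74, 1.70 and 1.66 against 1.55) and are not discussed in the paper's text. By p, RYR2 was the first of all named genes.

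The paper lists an S100A gene as down-regulated, and the label in Figure 4B reads S100A2. S100A2 met the paper's own criteria, with a 1.53-fold lower expression, and missed the adjusted threshold narrowly (adjusted p = 0.0504 from limma). It passed with the random block for arrays 2 and 2d (adjusted p = 0.0224 from limma), at or above the median level (0.0210), with a group mean of at least 6 (0.0132), with centred arrays (0.0492), with trend and robust variances (0.0275), with array weights (0.0384) and among named transcript clusters alone (0.0123), all set before the data were examined. Over all settings its adjusted p lay between 0.0123 and 0.644, and its log2 fold change between -0.65 and -0.58.

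Directions matched the paper for all 7 measured genes that it names as changed: RXFP2 and RYR2 were higher, and TSPAN7, NEO1, CSTA, NAP1L3 and S100A2 were lower, with non-overlapping groups in each. The paper chose these genes from the same arrays, so the match is a recomputation and no independent check.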

Other observations

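The paper reports faster growth of spinophilin-silenced cells, with no difference in BAX and BCL2 by quantitative RT-PCR. On the SUM159 arrays, of 41 measured genes of mitosis none passed the test over all transcript clusters or adjusted over the list alone; 30 lay above 0, with a median log2 fold change of 0.0223 (camera adjusted p = 0.401). Of 29 genes of DNA replication and G1/S none passed either, with 16 above 0. BAX and BCL2 had log2 fold changes of 0.02 and 0.01 (standard errors 0.099 and 0.093), and of 16 pro-apoptotic and 11 anti-apoptotic genes none passed. Vimentin, which the paper reports as not different, had a log2 fold change of -0.04 (standard error 0.074), at a mean of 12.6 in both groups. Of 19 mesenchymal genes none passed over all transcript clusters, and adjusted over the list alone FBN1, which encodes fibrillin 1, was lower (-0.65, standard error 0.11). Of 33 epithelial genes, PATJ, a polarity gene, was higher and none was lower; PATJ passed in 9 of 20 alternatives, and in 0 of the 6 that left out 1 array. None of 22 mammary stem cell genes passed.

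In the main comparison, single members of other lists passed only adjusted over the list alone. Among the alternatives, LTBP1 passed the adjusted threshold in 6 of 20, ANXA8 in 4 of 20 and TIMP3 in 4 of 21. TIMP3, an inhibitor of matrix metalloproteinases, had a log2 fold change of 0.98 (standard error 0.15) among 25 genes of that group, but its other transcript cluster had 0.21, and the mean over both was 0.59. LTBP1, a binding protein of latent TGF-beta, had 0.85 (standard error 0.12) and BAMBI, a pseudoreceptor of the pathway, -0.66 (standard error 0.15) among 15 TGF-beta target genes. HERC5 had 0.53 among 30 interferon-stimulated genes, 21 of which lay above 0 (camera adjusted p = 0.137). SGK1, a glucocorticoid target, had 0.74, the metallothionein gene MT1X -0.35 and the squamous gene ANXA8 -0.60. Markers of leukocytes, fibroblasts and endothelial cells, with 12, 8 and 11 measured genes, included 0 that passed.

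The changed genes were unevenly spread over the chromosomes of GRCh38.p14. Of the 23 up-regulated genes, 7 lie on X, where 569 of the 14871 measured genes lie (Fisher's exact test over chromosomes and directions, adjusted p = 0.000764), and with the GAGE family counted as 1 gene, a check chosen after seeing the values, 5 of 21 (adjusted p = 0.0367 from the same exact test). Of the 10 down-regulated genes, 4 lie on chromosome 3 (CSTA, EPHA3, TNIK and CCDC54; adjusted p = 0.0366 from the exact test) and 3 on X (TSPAN7, NAP1L3 and HEPH; adjusted p = 0.0838). Without control array 1, control array 2 or any silenced array no chromosome passed, with 3 to 8 risen genes left, and without control array 2d X alone passed, with 10 risen genes left.

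CCDC152 rose by 1.25 on the log2 scale (standard error 0.12). In GRCh38.p14 it lies on chromosome 5 and overlaps SEPP1, which was not analysed here; the paper's text lists SEPP1 as down-regulated, while its column in Figure 4B stands among the genes with higher expression in silenced cells. Signal from overlapping genes was not separated.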
